A study of Danio rerio with 12 samples.

How the data were processed

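Per the labels' protocols, RNA was measured by sequencing of poly-A selected, stranded libraries from skeletal muscle of zebrafish aged 20 months. The muscles were extraocular muscle (EOM), the small muscles that move the eye, and trunk muscle. The fish were wild type (WT, strain AB) or carried mutations in both desmin genes, desma and desmb. Desmin is the intermediate filament protein that ties neighbouring myofibrils together at the Z-disc. Per the labels, the WT fish came from the line in which the double mutant was made. The series description speaks of a knock-down of desmin instead, and the double mutant of the sample labels was taken here. The remaining desma transcripts and any reasoning on linked variants depend on which applies. Each of the 4 groups held 3 libraries, and group and replicate number were taken from the sample titles. The labels do not say whether an EOM and a trunk library came from the same fish.

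The deposited values were raw counts of reads per gene, in 1 table per library. Each table began with 4 tallies of reads that belong to no gene, followed by 32520 genes with a count for either strand and a count for each strand separately. This is the layout of the per-gene output of the aligner STAR. The aligner's version, the genome build and the annotation are not stated in the labels or the tables, so no coordinates are given. Reads that map to several places were tallied apart by the authors' counting, which can lower the counts of near-identical paralogs, including members of the myosin, troponin and globin families. Reads that overlap several genes on the counted strand were also tallied apart.

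The planned analysis took the second single-strand count as the sense strand. In every library, however, that column held only 2.77% to 3.21% of the stranded gene reads, so the first single-strand count was used as the sense count. The other column and the count of either strand were kept as alternatives. The tallies were left out of library sizes and tests. As shares of all reads of a library, unmapped reads made up 7.93% to 14.3%, reads with several places 9.96% to 11.4%, reads in no gene 5.93% to 9.57% and ambiguous reads 1.34% to 1.59%. Sense reads in genes totalled 46.1 to 74.1 M (mega) per library, a 1.61-fold range. At this depth 3 reads, taken as the floor below which no level was stated, correspond to 0.0428 CPM (counts scaled to a library of 1 M reads) in WT EOM and 0.0728 CPM in WT trunk. Reads carried no molecular identifiers, so such floors cover counting error only.

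The symbol table supplied for the gene IDs gave a symbol for 29201 of the 32520 IDs, often a human-style symbol shared by both zebrafish copies of a gene. Zebrafish symbols were therefore taken from RefSeq's gene table of assembly GRCz12tu, by shared symbol and by the order of genes. They were assigned to 20818 IDs, of which 16903 had the same symbol in both tables and 3915 were resolved by their neighbours. The latter include desma, desmb, fhl2a and fhl2b, as the symbol table gives both copies of each pair the same symbol. The copies of each pair lie on different chromosomes in the RefSeq table, and every statement on these genes depends on this assignment. A further 388 IDs were left without such a symbol because several claimed it. The order of genes in the count tables followed the RefSeq order, with 98.84% of consecutive anchor genes on the same chromosome. That table was used only for names and for which genes lie near each other, and distances below are distances in that assembly. No genome sequence was used, so GC content and gene length were not checked.

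Counts were tested with edgeR 4.0.16 in R 4.3.3 (robust dispersion estimates, quasi-likelihood fit and test). Library sizes were scaled with TMM factors, which ranged from 0.71 to 1.38, and genes were filtered with filterByExpr. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p-value under 0.05. There were 4 comparisons: mutant against WT within EOM, mutant against WT within trunk, the difference between these effects in a fit of all 12 libraries, and WT EOM against WT trunk. The first 2 comparisons and the last were fitted on their own 6 libraries. The tests of mutant against WT share no library between tissues. Levels are given as CPM on TMM-scaled library sizes over all 12 libraries, as mean ± SD of 3 libraries. Standard errors of log2 fold changes are those implied by the quasi-likelihood F statistic.

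A set of 8 process lists, fixed before the data were examined, was tested with camera from limma 3.58.1, on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. They cover the FHL family (FHL: LIM-only proteins related to fhl2b), muscle stem cells and regeneration, extracellular matrix, leukocytes, atrophy and autophagy, Z-disc and costamere, mitochondrial respiration, and chaperones. P-values were adjusted over all 24 list tests. A further 7 lists of marker genes (photoreceptor, lens, nerve and glia, skin epithelium, erythrocyte, liver, adipocyte) described other tissues that can be carried along in dissection, and no gene was on more than 1 of the lists so used.

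The genes named below follow a rule fixed before the data were examined. These are desma, desmb, fhl2a and fhl2b in every comparison. Added to them were the 4 largest changes in each direction among called genes that changed at least 2-fold, did not overlap between groups, reached 5 CPM in the higher group and had an ordinary zebrafish symbol. The last set was the member of each process list with the smallest p-value in each tissue. Genes named outside the rule are marked as such.

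Alternatives were median-of-ratios size factors, unscaled library totals, DESeq2 1.42.0, no filter, a filter of at least 50 reads on average, the count of either strand, a 2-fold minimum, removal of the 20 genes with the most reads, a block for the replicate number, a single fit of all 12 libraries and leaving out each library in turn. The opposite-strand count, windows of 100 tested genes around the desmin genes and a DESeq2 version of the agreement between tissues were added after the data were seen. The scripts were tested on simulated counts with 200 changed genes. These had a mean of at least 50 reads and changed at least 2-fold, and the spread was the same for all genes. Recovery of smaller changes, or in genes with fewer reads, was not tested. With edgeR, 99.5% of the changed genes were recovered in the EOM comparison (18962 genes tested), 99% in trunk (17374), 83% for the difference between tissues (19560) and 99.5% between WT tissues (18502). Between 3.65% and 3.95% of the calls were false, and simulated libraries with no change gave 0 calls in each of these 4 fits. Replicate libraries within a group were compared by a chi-square per gene of their reads. It ranged from 24.9 to 89.7, far above the value near 1 of a library deposited again, so all 12 libraries were counted separately.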

Results

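The study compared gene expression between desmin double mutants and WT zebrafish in EOM, a muscle group often spared in muscular dystrophies, and in trunk muscle, at 20 months of age. Its stated purpose was to examine why EOM resists muscle disease, and its title names fhl2b, a gene of the FHL family. The data were 12 libraries, 3 in each of 4 groups. WT EOM libraries held 50.8, 69.9 and 52.6 M sense reads in genes (M, mega) for replicates 1, 2 and 3, mutant EOM 63.6, 59.7 and 52.3 M, WT trunk 56.6, 54.4 and 46.1 M, and mutant trunk 57.5, 74.1 and 57.6 M. The composition of the libraries differed between tissues. The 20 genes with the most reads took 30.3% to 33.9% of reads in EOM and 44.5% to 48.3% in trunk.

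In a principal component analysis of log2(CPM + 1) over 14314 genes with at least 50 reads on average, the first component held 77.8% of the variance and separated the tissues. The second held 7.84% and separated the genotypes, with the 6 WT libraries above the 6 mutant libraries.

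**Figure D1:**
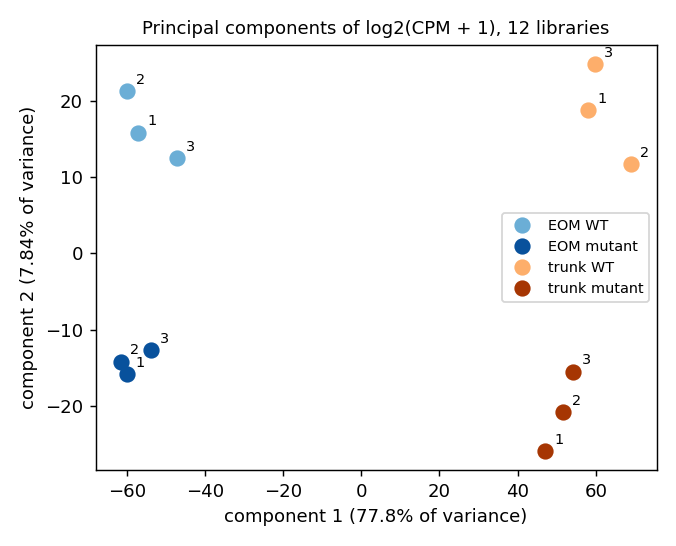
Principal components of log2(CPM + 1) over 14314 genes, with the first component (77.8% of the variance) on the x axis and the second (7.84%) on the y axis. Each point is a library, coloured by group and marked with its replicate number, and EOM and trunk lie apart on the x axis while WT and mutant libraries lie apart on the y axis.

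The mutated genes were examined first. Transcripts of desma (ENSDARG00000058656.6) averaged 636 ± 57.3 CPM in WT EOM and 35 ± 8.28 CPM in mutant EOM (SD, n = 3 each). This was a log2 fold change of −4.18 ± 0.21 (SE; edgeR quasi-likelihood test, adjusted p = 0.000205). In trunk the level was 619 ± 59.7 CPM in WT and 32.6 ± 15.9 CPM in mutants, a log2 fold change of −4.23 ± 0.36 (edgeR, adjusted p = 0.000949). All 6 mutant libraries, at 17.7 to 49.3 CPM, lay under all 6 WT libraries, at 560 to 685 CPM, so the libraries matched the desma part of their labelled genotype. The change was not shown to differ between tissues (difference 0.07 ± 0.40 on the log2 scale, edgeR, adjusted p = 0.971), and the sign of this small difference turned in 4 of 12 fits that left out a library, to −0.23 without mutant trunk replicate 1. The level in WT EOM was within the replicate error of that in WT trunk (log2 fold change 0.08 ± 0.14, adjusted p = 0.684). That comparison depended on scaling, as unscaled library totals gave 0.68 (adjusted p = 0.00104, the smallest of its alternatives, which reached 0.925), and it turned to −0.04 without WT trunk replicate 3. By contrast, desmb (ENSDARG00000005221.8) was near the floor in every library, with 3 to 14 reads. It averaged 0.085 ± 0.0236 CPM in WT EOM and 0.169 ± 0.00467 CPM in mutant EOM, a change not past the threshold (log2 fold change 0.98 ± 0.45, edgeR, adjusted p = 0.299). The gene was filtered out before the trunk comparison, and a change of desmb in trunk was not detectable at this depth.

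Levels of fhl2b (ENSDARG00000003991.8) were 106.1 ± 8.75 CPM in WT EOM and 175 ± 12.7 CPM in mutant EOM, a log2 fold change of 0.72 ± 0.12 (edgeR, adjusted p = 0.0209). In trunk they were 4.28 ± 0.58 CPM in WT and 7.88 ± 2.89 CPM in mutants, a log2 fold change of 0.90 ± 0.24 (edgeR, adjusted p = 0.0481). In each tissue all 3 mutant libraries exceeded all 3 WT libraries. Both calls lay close to the threshold and depended on single libraries. The EOM call was lost in 4 of the 6 fits that each left out a library (highest adjusted p 0.106, without mutant replicate 1) and in the fit of all 12 libraries (adjusted p = 0.061). The trunk call was lost in 5 of 6 such fits and with the filter of at least 50 reads (adjusted p = 0.0529). Without mutant trunk replicate 2, which held the highest level at 11 CPM, the trunk log2 fold change was 0.59 (adjusted p = 0.168). The mutant effect on fhl2b did not differ detectably between tissues (difference −0.17 ± 0.29, edgeR, adjusted p = 0.877; 0.16 without mutant trunk replicate 2). Between the WT tissues, in contrast, fhl2b was higher in EOM by 4.67 ± 0.17 on the log2 scale (edgeR, adjusted p = 6.31e-07). In that comparison no alternative changed the call. In the RefSeq gene order, fhl2b lies within 2 Mb of desmb. Whether the genotypes differ there beyond desmb itself was not measured.

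The paralog fhl2a (ENSDARG00000042018.7) was not called in either mutant comparison. Its level was 105.5 ± 12 CPM in WT EOM and 127 ± 11.3 CPM in mutant EOM (log2 fold change 0.27 ± 0.13, edgeR, adjusted p = 0.318), and 15.1 ± 2.06 and 15.2 ± 0.727 CPM in trunk (0.03 ± 0.14, adjusted p = 0.919). The sign of the trunk value turned without WT trunk replicate 2 (−0.02) or 3 (−0.03) and with unscaled library totals (−0.01). Levels of fhl2a were higher in WT EOM than in WT trunk by 2.84 ± 0.17 on the log2 scale (edgeR, adjusted p = 5.81e-06). In the RefSeq gene order fhl2a lies within 2 Mb of desma, so it is not an unlinked comparison for fhl2b.

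**Figure D2:**
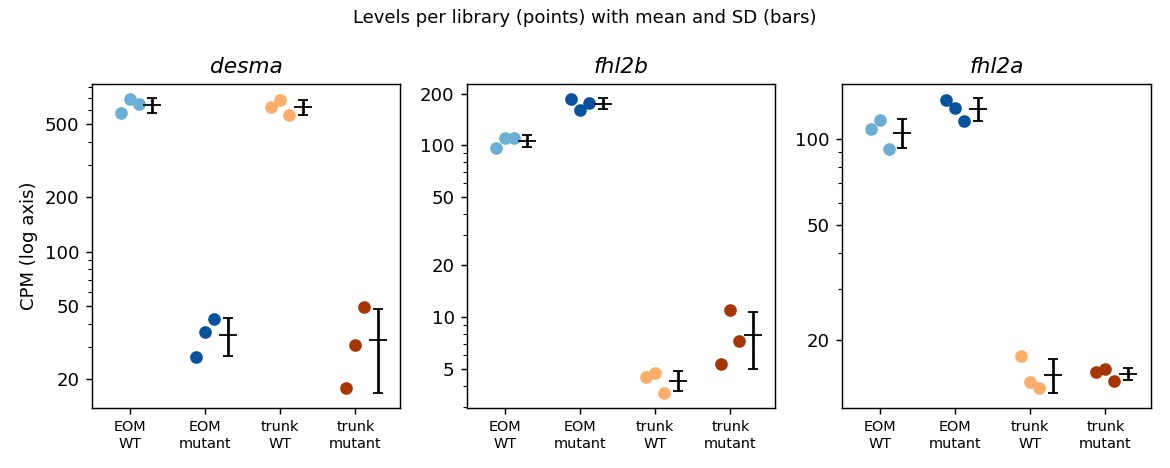
Levels of desma, fhl2b and fhl2a in CPM on a log axis, by group on the x axis. Points are the 3 libraries of a group and bars its mean ± SD; the mutant desma levels lie between 17.7 and 49.3 CPM, and fhl2b averages 106.1 and 175 CPM in WT and mutant EOM against 4.28 and 7.88 CPM in trunk.

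In EOM, 675 of 18980 tested genes were called between mutant and WT fish, 409 higher and 266 lower in mutants (edgeR, adjusted p-value under 0.05), and 394 of them changed at least 2-fold. All 675 showed no overlap between the 3 mutant and the 3 WT libraries; chance gives this to 10% of unselected genes, and selection by the test favours it. The number rested on single libraries. It was 127 without mutant EOM replicate 1, 131 without mutant replicate 2, 161 without WT replicate 1 and 255 without mutant replicate 3. DESeq2 called 1486 genes, of which 674 were among the 675. With unscaled library totals, 73.7% of the called genes were higher in mutants against 60.6% with TMM factors, as the median log2 fold change of the tested genes moved from −0.02 to 0.08.

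The largest increases in EOM among the genes the naming rule selected were in tmtops2a (ENSDARG00000061515.7), which rose from 0.509 ± 0.234 to 5.91 ± 0.739 CPM (log2 fold change 3.53 ± 0.33, adjusted p = 0.00242), and crym (ENSDARG00000062817.7), from 0.938 ± 0.123 to 5.87 ± 1.71 CPM (2.65 ± 0.26, adjusted p = 0.00328). They were followed by ackr3b (ENSDARG00000058179.6), from 8.41 ± 5.12 to 48 ± 10.6 CPM (2.51 ± 0.45, adjusted p = 0.0257), and stoml3a (ENSDARG00000079914.5), from 1.55 ± 0.603 to 6.03 ± 0.288 CPM (1.96 ± 0.27, adjusted p = 0.00999). The call of ackr3b was lost in 4 of the 6 fits that left out a library (edgeR, adjusted p = 0.202 without WT replicate 2). It was also lost with no filter and with a block for the replicate number. That of stoml3a was lost in 2 of the 6 fits (edgeR, adjusted p = 0.0581 without mutant replicate 2, the higher of both). Both tmtops2a and ackr3b lie within 2 Mb of desmb. The largest decreases, apart from desma, were in ago3a (ENSDARG00000059888.6), which fell from 9.02 ± 0.454 to 0.18 ± 0.0712 CPM (log2 fold change −5.64 ± 0.27, adjusted p = 0.000205), taco1 (ENSDARG00000062943.6), from 6.07 ± 1.55 to 0.159 ± 0.0723 CPM (−5.23 ± 0.34, adjusted p = 0.00072), and nlrc8 (ENSDARG00000076819.7), from 6.78 ± 0.952 to 0.823 ± 0.162 CPM (−3.04 ± 0.21, adjusted p = 0.00072). These 3 calls held in every fit that left out a library.

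In trunk, 1456 of 17342 tested genes were called, 826 higher and 630 lower in mutants, and 728 changed at least 2-fold. All 1456, selected by the same test, showed no overlap between genotypes (10% of unselected genes by chance). The count was 488 without mutant trunk replicate 1, 497 without mutant replicate 2 and 649 without WT replicate 1, and 2043 without WT replicate 3. That more genes were called in trunk than in EOM is not a test of a difference between tissues, which was tested separately.

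The largest increase in trunk by the naming rule was in txnb (ENSDARG00000044125.3), from 0.506 ± 0.232 CPM in WT to 14.3 ± 2.35 CPM in mutants (log2 fold change 4.83 ± 0.30, adjusted p = 7.11e-05). Next were ifi44a8 (ENSDARG00000093857.2), from 0.258 ± 0.0112 to 5.03 ± 4 CPM (4.29 ± 0.89, adjusted p = 0.0414), myhb (ENSDARG00000001993.9), a myosin heavy chain, from 11.4 ± 7.53 to 94.1 ± 35.1 CPM (3.08 ± 0.56, adjusted p = 0.0329), and tcimb (ENSDARG00000076858.3), from 0.857 ± 0.613 to 5.11 ± 1.8 CPM (2.59 ± 0.49, adjusted p = 0.0215). The calls of ifi44a8, myhb, tcimb and pde6ha were lost with no filter, and that of myhb also with a block for the replicate number. Those of ifi44a8, myhb and tcimb were lost in 4, 4 and 2 of the 6 fits that left out a library. Their highest adjusted p-values there were 0.16 (ifi44a8, without WT replicate 2), 0.11 (myhb, without WT replicate 3) and 0.0821 (tcimb, without mutant replicate 1). The largest decrease was in pde6ha (ENSDARG00000102558.2), a subunit of a photoreceptor enzyme, from 14.1 ± 13.5 to 0.137 ± 0.143 CPM (−6.59 ± 1.21, adjusted p = 0.0422). WT trunk replicates 1, 2 and 3 held 29.7, 6.18 and 6.56 CPM of it, and mutant trunk replicates 0, 0.285 and 0.126 CPM. The summed level of 14 photoreceptor genes fell with it from 20.6 ± 27.7 to 3.17 ± 0.371 CPM. The pde6ha call was lost in 5 of 6 fits that left out a library (edgeR, adjusted p = 0.144 without mutant replicate 1). As in EOM, taco1 fell (from 5.8 ± 1.47 to 0.167 ± 0.119 CPM; log2 fold change −5.10 ± 0.40, adjusted p = 0.000201), as did ago3a (from 17.6 ± 2.38 to 0.982 ± 0.27 CPM; −4.13 ± 0.22, adjusted p = 2.41e-05).

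The mutant effects in the tissues were then set against each other. Across the 16890 genes tested in both tissues, the log2 fold changes in EOM and trunk correlated with Pearson's r = 0.614 and Spearman's rho = 0.427. Genes are not independent replicates, so these values describe the data and carry no p-value. The correlation was 0.337 across 25429 genes with DESeq2, which keeps low counts, and lay between 0.532 and 0.651 when a library was left out. Of the 598 EOM calls and 1405 trunk calls among these genes, 324 were shared, where 49.7 would be shared by chance (odds ratio 16.6), and 320 of the 324 had the same direction. Of the 598 EOM calls 570 moved the same way in trunk, and of the 1405 trunk calls 1204 moved the same way in EOM.

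**Figure D3:**
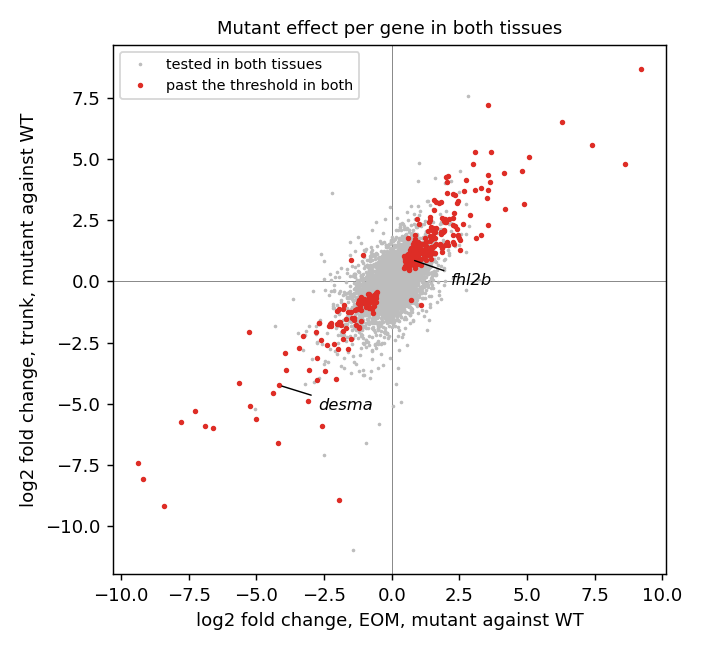
Fitted log2 fold change of mutant against WT in EOM (x axis) and in trunk (y axis) for the 16890 genes tested in both tissues, with the 324 genes called in both in red. Of the red points 320 lie in the quadrants of equal sign; extreme fitted values belong to genes near 0 reads in a group, where the size of the change is poorly determined.

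The question of whether the mutation acted differently in EOM was tested as the difference between the tissues' log2 fold changes. Of 19687 genes, 18 passed the threshold, 6 with a more positive effect in EOM and 12 with a more negative one, and 1930 had an unadjusted p under 0.05. DESeq2 called 194 genes, all 18 included, and in simulated data 10.1% of its calls in this comparison were false, against 3.95% for edgeR. Without mutant EOM replicate 2 or mutant trunk replicate 2 the count was 5. By the naming rule, the more positive effects in EOM were those of dlg2 (ENSDARG00000099323.2; difference 2.06 ± 0.30, adjusted p = 0.0187), sacs (ENSDARG00000091042.4; 1.47 ± 0.25, adjusted p = 0.0497) and sestd1 (ENSDARG00000040614.8; 1.38 ± 0.22, adjusted p = 0.033). In dlg2 the level rose from 5.29 ± 0.5 to 11.1 ± 1.25 CPM in EOM and fell from 3.19 ± 0.732 to 1.61 ± 0.443 CPM in trunk. In sacs it rose from 8.23 ± 0.304 to 13.3 ± 0.766 CPM in EOM and fell from 36.6 ± 2.94 to 21.3 ± 6.74 CPM in trunk. In sestd1 it rose from 36.6 ± 7.24 to 94.5 ± 12.2 CPM in EOM, with 12.3 ± 0.969 and 12.2 ± 1.08 CPM in trunk.

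The more negative effects in EOM were those of txnb (difference −3.82 ± 0.41, adjusted p = 0.00163), myo5b (ENSDARG00000062003.7; −2.38 ± 0.40, adjusted p = 0.0497), thbs4a (ENSDARG00000102777.3; −2.36 ± 0.20, adjusted p = 0.000252) and ndufa4b (ENSDARG00000056108.5; −2.26 ± 0.24, adjusted p = 0.00159). Of these, thbs4a fell from 14 ± 0.735 to 4.88 ± 0.575 CPM in EOM and rose from 19.8 ± 1.74 to 35.5 ± 5.87 CPM in trunk. Levels of ndufa4b fell from 8.07 ± 1.16 to 1.88 ± 0.274 CPM in EOM and were 4.5 ± 0.366 and 5.03 ± 0.46 CPM in trunk. In EOM txnb rose from 4.75 ± 1.35 to 9.44 ± 1.79 CPM, short of the threshold (adjusted p = 0.0581). Levels of myo5b fell from 2 ± 0.212 to 0.492 ± 0.262 CPM in EOM and were 16.1 ± 3.86 and 20.9 ± 1.97 CPM in trunk. The calls of txnb, thbs4a and ndufa4b held in all 12 fits that left out a library. Those of sacs and myo5b were lost in 11 of the 12 (highest adjusted p 0.159 for both, without mutant trunk replicate 2), that of sestd1 in 8 (0.116) and that of dlg2 in 3 (0.0904), both highest without mutant EOM replicate 2. With unscaled library totals and with the filter of at least 50 reads sacs and myo5b were not called, nor was sacs with the count of either strand. With a block for the replicate number, thbs4a alone of these genes stayed called.

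The process lists asked which functions moved together. The leukocyte list was higher in mutants in EOM (median log2 fold change 0.68, 13 of 13 tested members higher; camera, adjusted p = 3.75e-08) and in trunk (1.07, 13 of 13 higher; adjusted p = 8.94e-10). The summed level of its 15 matched genes rose from 693 ± 11.6 to 1120 ± 132 CPM in EOM and from 255 ± 6.61 to 583 ± 148 CPM in trunk. Its rise was smaller in EOM by the test of the difference (12 of 13 members lower; adjusted p = 0.00779), a call lost in 4 of the 12 fits that left out a library (adjusted p = 0.181 without WT EOM replicate 3). The extracellular matrix list was also higher, with a median of 0.40 in EOM (23 of 27 members higher; adjusted p = 5.61e-06) and 0.53 in trunk (22 of 27; adjusted p = 4.92e-06), and the difference between tissues was not past the threshold (adjusted p = 0.363; 0.0161 without WT trunk replicate 3). In EOM the mitochondrial respiration list was lower (median −0.26, 16 of 17 members lower; adjusted p = 0.0155) and the Z-disc and costamere list higher (median 0.20, 18 of 29 higher; adjusted p = 0.0382). Each of these EOM calls was lost in 3 of 6 fits that left out a library (highest adjusted p 0.422 for mitochondrial respiration, without WT replicate 2, and 0.219 for the Z-disc list, without mutant replicate 3). In trunk those lists were not past the threshold (mitochondrial respiration median −0.13, adjusted p = 0.204, or 0.0308 without mutant replicate 2; Z-disc and costamere median 0.01, adjusted p = 0.74), and neither difference between tissues was (adjusted p = 0.526 and 0.364).

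The other 4 lists were not past the threshold in any of the 3 comparisons, except that without WT trunk replicate 3 the chaperone list passed in trunk (adjusted p = 0.00097) and in the difference (0.00305). Their adjusted p-values in EOM, trunk and the difference were 0.204, 0.125 and 0.545 for the FHL family, 0.74, 0.526 and 0.425 for muscle stem cells and regeneration, 0.941, 0.941 and 0.724 for atrophy and autophagy, and 0.6, 0.196 and 0.204 for chaperones. Their median log2 fold changes in EOM and trunk were 0.16 and 0.25, −0.06 and −0.05, 0.05 and 0.10, and 0.06 and 0.16. Of the 7 list calls, 3 held under fry, which estimates the correlation between members (extracellular matrix in EOM, adjusted p = 0.00548, and leukocyte in EOM, 0.00696, and in trunk, 0.00548). None held with a correlation estimated within camera, under which the smallest adjusted p-value was 0.196.

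Single members of the lists were called on their own. In the leukocyte list 8 members were called in EOM and 10 in trunk, against 11 and 12 when p-values were adjusted over the list alone. The extracellular matrix list had 8 and 9 called members, against 17 and 18 adjusted over the list alone. For the remaining lists these numbers in EOM were 1 and 1 (FHL family), 0 and 1 (stem cells), 0 and 0 (atrophy), 1 and 7 (Z-disc), 0 and 0 (mitochondrial respiration) and 0 and 0 (chaperones). In trunk they were 1 and 2, 3 and 3, 1 and 3, 4 and 6, 1 and 0, and 1 and 1. In the test of the difference between tissues 0 members of any list were called, and adjusted over the list alone 4 extracellular matrix, 2 Z-disc and 1 chaperone members were. The members with the smallest p-values in EOM were cd74b (ENSDARG00000036628.6; log2 fold change 0.81 ± 0.12, adjusted p = 0.0128), mmp2 (ENSDARG00000017676.8; 0.75 ± 0.12, 0.0194) and xirp2a (ENSDARG00000071113.6; 0.60 ± 0.11, 0.0246). The calls of cd74b and mmp2 were lost in 3 of 6 fits that left out a library (up to 0.0815 without mutant replicate 1, and 0.104 without mutant replicate 2), and that of xirp2a in 5 (0.127 without mutant replicate 2) and in the fit of all 12 libraries (0.0523). In trunk the corresponding members were hspb1 (ENSDARG00000041065.9; 1.39 ± 0.17, 0.00116), timp2a (ENSDARG00000061226.6; 1.30 ± 0.16, 0.00122), lcp1 (ENSDARG00000023188.10; 1.11 ± 0.14, 0.00149) and chrng (ENSDARG00000086647.4; 1.07 ± 0.20, 0.0103), all 4 called in every fit that left out a library. They were joined by sgcg (ENSDARG00000038107.7; 0.76 ± 0.15, 0.0113) and bnip3lb (ENSDARG00000028067.7; −0.58 ± 0.13, 0.0213), whose calls were lost in 2 and 5 of 6 such fits (up to 0.0615 without WT replicate 1 for sgcg, and 0.109 without mutant replicate 1 for bnip3lb). In EOM chrng, bnip3lb and hspb1 also had the smallest p-values of their lists but were not called (adjusted p = 0.067, 0.153 and 0.156).

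**Figure D4:**
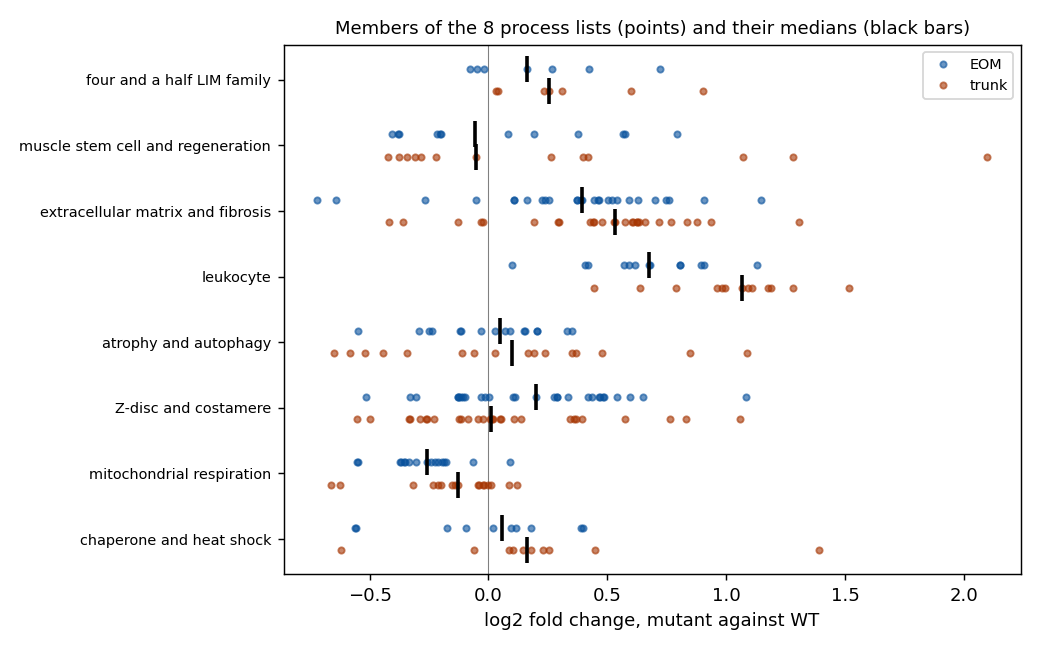
Log2 fold change of mutant against WT (x axis) for each tested member of the 8 process lists (rows), in EOM (blue) and trunk (orange), with the list median as a black bar. All 13 leukocyte members lie above 0 in both tissues, with medians of 0.68 and 1.07.

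Calls were also compared by position, since variants linked to the mutations, which were not measured, can differ between the genotypes. Within 5 Mb of either gene, 22 of 241 tested genes (9.13%) were called in EOM against 653 of 18739 elsewhere (3.48%), an odds ratio of 2.78 (Fisher's exact test, two-sided, p = 5.32e-05). In trunk 33 of 215 (15.3%) were called against 1423 of 17127 (8.31%), an odds ratio of 2 (Fisher's exact test, two-sided, p = 0.000707). The odds ratios were 2.67 and 1.94 without desma and desmb. They fell short of the threshold in 4 of 6 fits that left out a library in each tissue, to 1.58 in EOM without mutant replicate 3 and 1.28 in trunk without WT replicate 1. Within 2 Mb of desmb, 48 genes were tested in both tissues and 6 were called in both, fhl2b among them. Within 2 Mb of desma, 42 were tested in both and 2 were called in both, desma itself among them.

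**Figure D5:**
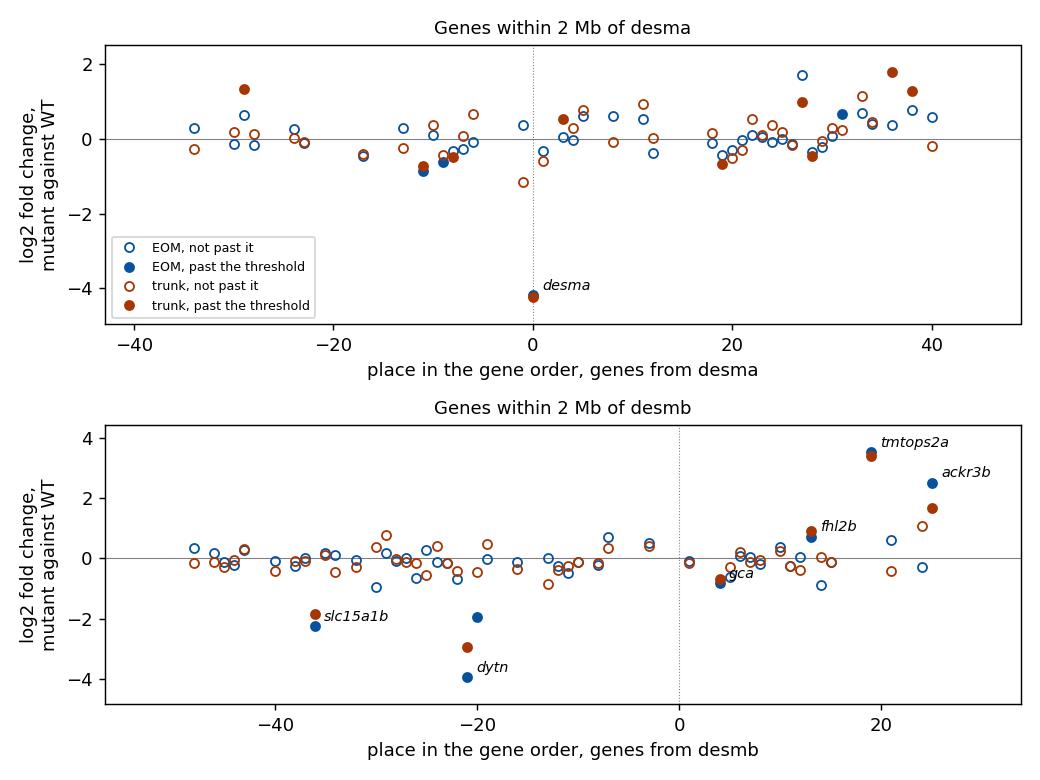
Log2 fold change of mutant against WT (y axis) for genes tested in both tissues within 2 Mb of desma (upper panel) and desmb (lower panel), placed by gene order relative to those genes (x axis), in EOM (blue) and trunk (orange), filled where called. Near desmb 6 genes are called in both tissues, with tmtops2a, ackr3b and fhl2b higher in mutants.

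The baseline of the tissues was compared in WT fish. Of 18430 tested genes 8991 were called, 4713 higher in EOM and 4278 higher in trunk, and 5731 differed at least 2-fold. Of the 8991, selected in the same way, 8872 showed no overlap between tissues (10% of unselected genes by chance). Scaling mattered most here: with unscaled library totals 10926 genes were called and 82.4% of them were higher in EOM, against 52.4% with TMM factors, since the median log2 fold change of the tested genes moved from 0.06 to 0.66. Changes below are relative to TMM scaling. By the naming rule the genes highest in EOM were emx1 (ENSDARG00000039569.6), lbx1a (ENSDARG00000018321.9), tnni1a (ENSDARG00000000474.9) and tnnt2a (ENSDARG00000020610.11). Levels of emx1 were 10.1 ± 1.54 CPM with 0 reads in WT trunk, hence at least 138-fold higher. Those of lbx1a were 5.32 ± 0.343 CPM with 0 reads in WT trunk, at least 73.1-fold higher. In WT EOM tnni1a reached 141 ± 21.5 CPM (edgeR, adjusted p = 8.17e-07). It had 0, 5 and 2 reads in WT trunk replicates 1, 2 and 3, a mean under the floor, so no fold is stated. Levels of tnnt2a were 78.5 ± 14.5 against 0.0979 ± 0.0458 CPM (log2 fold change 9.67 ± 0.31, adjusted p = 3.01e-07). The highest in trunk were tnni4b.1 (ENSDARG00000092999.4), at 417 ± 88.8 against 0.0573 ± 0.0311 CPM in EOM (−12.75 ± 0.38, adjusted p = 3.01e-07), and pth1b (ENSDARG00000091961.2), hoxc11a (ENSDARG00000070351.5) and hoxc9a (ENSDARG00000092809.3). The last 3 had 0 reads in WT EOM and 11.1 ± 5.64, 7.33 ± 1.08 and 6.02 ± 0.2 CPM in WT trunk, at least 260-fold, 171-fold and 141-fold lower in EOM. All 8 were called under each alternative that gave a value for them.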

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

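The tests of genomic DNA and of the spread between WT libraries, including that of eye tissue in trunk, were chosen only after the result they bear on was seen.

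The mutant effect differed between EOM and trunk for 18 genes, which drew attention because the difference itself passed a test. Of the 18, 12 had opposite signs in the tissues, 7 had the larger change in EOM and 10 in trunk, and 1 was tested in a single tissue only. Of all 324 genes called in both tissues, only 4 had opposite directions, with thbs4a, dlg2 and sacs among them. In the other genes of opposite sign, the change in EOM or in trunk was not past the threshold. Examples are the trunk log2 fold changes of ndufa4b (0.179, edgeR, adjusted p = 0.543) and myo5b (0.393, adjusted p = 0.18). Among the 18 were dlg2 (difference of log2 fold changes 2.06), sacs (1.47), sestd1 (1.38), txnb (−3.82), myo5b (−2.38), thbs4a (−2.36) and ndufa4b (−2.26). Of 100 splits drawn within tissues, the real one included, 5 gave at least 18 genes, and the median of the others was 0. By this count, a share of 0.05, the number alone does not set the real grouping apart. In the 4 others, with 32, 131, 1625 and 2615 genes, most or all genotype labels were turned round in one tissue relative to the other. Such splits add up the effect shared by both tissues where the real grouping cancels it, so they can carry a true mutant effect and not noise alone. In the split with 2615 genes the labels were turned round in one tissue entirely relative to the other. The highest count among the remaining splits was 12, in a split that was also mostly turned round. Other splits turned round to a like degree gave 9, 2 or 1 genes, so the turn alone does not set the count.

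Variants linked to desma and desmb were weighed as a cause of these 18 differences. Of the 18 genes, all of which could be placed in the gene order, 0 lay within 5 Mb of either gene. Of 248 tested genes that did, 34 had an unadjusted p under 0.05 for the difference, against 1930 of all 19687 tested genes. The share was thus higher near desma and desmb, and this was not tested. Eye tissue carried along in unequal amounts was weighed as well, and the marker levels differed by tissue. The summed photoreceptor level overlapped between genotypes in EOM (129 ± 113 CPM in WT, 65.7 ± 39.2 CPM in mutants, change of the mean log2 level −0.555). In trunk it did not overlap (20.6 ± 27.7 CPM in WT, 3.17 ± 0.371 CPM in mutants, change of the mean log2 level −1.71), so eye tissue was unequal there. Of the sum in mutant trunk, arr3b alone held 2.59 CPM, against 4.07 CPM in WT trunk. Among WT libraries the summed photoreceptor level varied 13.6-fold in EOM and 12.4-fold in trunk, while the 18 genes varied by a median of 1.28-fold and 1.46-fold. Both explanations are thus argued against for the genes as a set, while eye tissue in trunk stays open for single genes. An example is pax6b, named here after its values were seen, which fell from 1.34 ± 0.546 CPM in WT trunk to 0 reads in mutant trunk. Reads shared between paralogs were not tested, and GC content and gene length were not checked. A response of EOM to the loss of desmin that differs from that of trunk may lie behind part of these genes, but it stays a hypothesis, found and tested on the same data. Of the 7 genes named above, txnb, thbs4a and ndufa4b were called in all 12 fits that left out a library. The other 11 genes were not followed singly in those fits. With a block for the replicate number, thbs4a alone of the 18 stayed called.

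The leukocyte list rose less in EOM than in trunk on the log2 scale (adjusted p = 0.00779 for the difference, with 12 of 13 members lower and 0 members called), and it drew attention for the same reason. The call was lost in 4 of 12 fits that left out a library, with an adjusted p of 0.181 without WT EOM replicate 3, 0.143 without mutant EOM replicate 3, 0.13 without mutant trunk replicate 1 and 0.0788 without WT trunk replicate 3. It was also lost under fry (0.147) and with an estimated correlation (0.641). The absolute rise was not smaller in EOM. The summed level rose by 432 CPM from 693 CPM in EOM and by 329 CPM from 255 CPM in trunk. A higher starting level of the same transcripts in EOM is a candidate explanation of the smaller fold change, and a weaker response of EOM stays open. Of the 15 matched leukocyte genes, 13 were tested in each tissue.

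The share of reads assigned to no gene, which enters none of the comparisons, averaged 9.21% ± 0.318 in mutant EOM (8.98% to 9.57%) against 8.11% ± 0.32 in WT EOM (7.75% to 8.32%; SD, n = 3 each). The groups did not overlap, and the exact permutation test, 2-sided, gave p = 0.1, the smallest that 3 against 3 allow. In trunk the shares were 6.36% ± 0.46 and 6.23% ± 0.311 (exact permutation p = 0.6), and the difference between tissues was not tested. Genomic DNA, which has no strand, was weighed by the share of stranded gene reads on the opposite strand. It was lower in mutant EOM by a difference of −0.143 percentage points. Exons are a small part of the genome, so DNA adds little to that share, and genomic DNA cannot be told apart from other sources by this test. Unspliced RNA, transcripts missing from the annotation and a biological effect of the mutation were not tested.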

How the results depend on the processing

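Scaling, filter, test and strand alternatives left most results on their side of the threshold. Under these alternatives the counts in trunk and between WT tissues stayed within 1.5 times their value, apart from the opposite strand and the 2-fold minimum. A 2-fold minimum left 394 genes in EOM, 728 in trunk and 5731 between WT tissues, by its construction. DESeq2 called 1486 genes in EOM and 194 for the difference, and the cause was not tested. For the difference, no filter gave 35 genes and a mean of at least 50 reads 11. The opposite-strand count, added after the data were seen, gave 130 genes in EOM, 1.0e+02 in trunk (62 higher and 42 lower), 5 for the difference and 1070 between WT tissues, because it holds few reads and only 2372 to 3447 genes were tested.

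Correlations of libraries with the same replicate number ranged from −0.37 to 0.51. Libraries with different numbers were not compared, so a pairing by number is neither shown nor excluded. A block for the replicate number gave 1191 genes in EOM, 1238 in trunk, 1 for the difference and 7511 between WT tissues. As the numbers pair nothing, a call lost under the block is not a weaker effect.

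Leaving out each library in turn gave 127 to 648 genes in EOM, 488 to 2043 in trunk and 5 to 19 for the difference. Each such fit has fewer samples. The lowest counts were those without mutant EOM replicate 1 (127), without mutant trunk replicate 1 (488) and without mutant replicate 2 of either tissue (5).

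For desma, the difference between tissues ranged from −0.234 to 0.49 on the log2 scale when a library was left out. It was reversed without WT EOM replicate 1 (−0.005), mutant EOM replicate 3 (−0.103), WT trunk replicate 2 (−0.008) and mutant trunk replicate 1 (−0.234). Between WT tissues desma ranged from −0.037, reversed without WT trunk replicate 3, to 0.144, and was 0.676 with unscaled library totals, which shift the median gene from 0.06 to 0.66 there. For fhl2a in trunk the values were −0.014 with library totals and −0.029 to 0.136 across fits that left out a library, with −0.022 without WT replicate 2 and −0.029 without WT replicate 3.

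The fhl2b call in EOM was lost in the fit of all 12 libraries (0.718), and its value ranged from 0.655 to 0.781 when a library was left out. In trunk the fhl2b call was lost with a mean of at least 50 reads (0.901) and its value ranged from 0.589 to 1.115, the lowest without mutant replicate 2. The difference between tissues ranged from −0.382 to 0.157 and was reversed without mutant trunk replicate 2 (0.157). The cause was not tested.

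Of the list calls, fry gave adjusted p-values of 0.401 for the Z-disc list in EOM, 0.541 for mitochondrial respiration in EOM, 0.0957 for extracellular matrix in trunk and 0.147 for the leukocyte difference. Camera with an estimated correlation gave 0.196 for extracellular matrix in EOM, 0.196 for leukocyte in EOM, 0.887 for Z-disc in EOM, 0.887 for mitochondrial respiration in EOM, 0.641 for extracellular matrix in trunk, 0.196 for leukocyte in trunk and 0.641 for the leukocyte difference. Both allow for correlated members, which the preset value of 0.01 nearly leaves out. Library totals gave 0.0671 for the Z-disc list in EOM.

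Across fits that left out a library, adjusted p-values ranged from 0.00595 to 0.219 for Z-disc in EOM, 0.000999 to 0.422 for mitochondrial respiration in EOM, 0.0308 to 0.722 for mitochondrial respiration in trunk, 0.00097 to 0.715 for chaperones in trunk, 0.0161 to 0.776 for the extracellular matrix difference, 0.00412 to 0.181 for the leukocyte difference and 0.00305 to 0.74 for the chaperone difference. Without WT trunk replicate 3 the chaperone list (0.00097 in trunk, 0.00305 for the difference) and the extracellular matrix difference (0.0161) passed the threshold, as did mitochondrial respiration in trunk without mutant replicate 2 (0.0308).

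The odds ratio of a call near desma and desmb ranged from 1.58 to 2.49 in EOM and from 1.28 to 2.25 in trunk when a library was left out, and was lost in 4 of 6 fits in each tissue. The lowest values were those without mutant EOM replicate 3 and without WT trunk replicate 1. It stayed past the threshold under the other settings, including 100 tested genes on each side, added after the data were seen (1.99 and 1.65).

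The correlation of effects between tissues was 0.804 over genes called in either tissue, 0.578 with a mean of at least 50 reads and 0.337 with DESeq2, an alternative added after the data were seen. It ranged from 0.532 to 0.651 when a library was left out. The summed nerve and glia level in EOM changed by −0.03 with library totals.

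Among the other named genes 21 calls were lost and 4 gained under the other settings while 355 kept their side, and 78 were lost and 1 gained when a library was left out while 221 kept it. Counts of genes by direction moved past 1.5 times in 28 cases and in 26 with a library left out. The fit of all 12 libraries does not apply to the difference, which is that fit. Depth limits desmb, whose 3 to 14 reads per library allow no statement on its change.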

Other observations

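The test of randomly placed windows was chosen only after the result it bears on was seen, and the other tests in this part were not.

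The real grouping was compared with the other splits of the 6 libraries of each comparison. In EOM, 1 of the 10 splits, the real one, gave as many as 675 genes, and in the others the count was 0. In trunk, 1 of the 10 splits gave as many as 1456 genes, and the next highest count was 2. Between the WT tissues, 1 of the 10 splits gave as many as 8991 genes. With 10 splits the share is never under 0.1, so the share of splits decides nothing in these 3 comparisons. Simulated libraries with no change gave no edgeR call. They were drawn independently with the same spread for all genes, so they cannot decide on the grouping of the real libraries. EOM and trunk, which share no library, had 324 calls in common against 49.7 by chance. That overlap argues against chance only if the tissues came from different fish, which the labels leave open.

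Genes near desma and desmb were called more often than genes elsewhere (odds ratio 2.78 in EOM), a pattern consistent with linked variants on the mutant chromosomes. Called genes may also cluster at arbitrary places. Pairs of random windows of the same size held as high a share of calls in both tissues in 0.12% of 10000 draws, which argues against such clusters. The real windows held 208 genes, with 8.17% called in EOM and 14.4% in trunk, against random medians of 3.3% and 7.98%. Without single libraries the odds ratio in EOM was 1.58 (without mutant replicate 3) to 1.99 (without WT replicate 1) where the test was no longer past the threshold.

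The rise of fhl2b in mutants cannot be separated here from its place near desmb. A regulatory variant linked to the desmb mutation could change fhl2b alike in EOM and trunk, though it need not. The difference between the tissues was not past the threshold (edgeR, adjusted p = 0.877). A response of fhl2b to muscle damage could also change it alike in both. The explanations therefore cannot be told apart in these libraries, in which variants around desmb were not measured. Of the 6 genes within 2 Mb of desmb that were called in both tissues (slc15a1b, dytn, gca, fhl2b, tmtops2a and ackr3b, named here because of their place), tmtops2a and ackr3b were among the largest increases in EOM.

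Line haplotypes elsewhere in the genome were considered for genes called in both tissues. Outside 10 Mb of desma and desmb, 300 of 16323 genes were called in both, and they formed 43 pairs within 5 genes of each other against a mean of 26.9 after shuffling (permutation p = 0.0036). Directly adjacent pairs numbered 16 against 5.36 (permutation p = 4e-04). As many genes taken from the comparison of WT tissues formed 32 pairs (permutation p = 0.177). Haplotypes that differ between the WT and mutant fish may therefore account for part of the calls shared by both tissues. Neighbours of the same family name were left out, but tandem copies without a common name remain, and co-regulated neighbours were not excluded.

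The fall of pde6ha in mutant trunk may reflect photoreceptor RNA in the WT trunk libraries, since the 4 tested photoreceptor genes fell by a median of −3.83 on the log2 scale. All WT trunk libraries held more pde6ha (6.18 to 29.7 CPM) than any mutant trunk library (0 to 0.285 CPM). Eye RNA thus went with genotype in trunk. Of the 14 matched genes on that list, 10 reached 1 CPM in EOM, 5 in WT trunk and 1 in mutant trunk. The most abundant was arr3a, at 34.5 CPM in WT EOM. The summed level was 129 ± 113 CPM in WT EOM and 65.7 ± 39.2 CPM in mutant EOM.

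Blood carried along in dissection was considered for the leukocyte list. The erythrocyte list, with 4 matched genes, did not rise with it. Its summed level was 1580 ± 633 CPM in WT EOM and 874 ± 157 CPM in mutant EOM (change of the mean log2 level −0.796). In trunk the sum was 388 ± 69.6 CPM in WT and 375 ± 89.2 CPM in mutants. The most abundant gene of the list, hbaa1, averaged 1380 CPM in WT EOM and 778 CPM in mutant EOM. This argues against blood as the source. Infiltration of muscle by leukocytes may explain the rise, but a change in expression per cell was not tested.

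The other marker lists overlapped between genotypes in both tissues. Summed levels in WT and mutant fish were 0.477 and 0.459 CPM in EOM and 0.366 and 0.507 CPM in trunk for lens, and 1270 and 1150 CPM in EOM and 387 and 388 CPM in trunk for nerve and glia. For skin epithelium they were 385 and 416 CPM in EOM and 450 and 235 CPM in trunk. The 7 tested skin genes had a median log2 fold change of −0.452 in EOM and −1.68 in trunk, with 0 called in either. Less skin in mutant trunk is therefore not excluded by the overlap of the sums. Liver genes summed to 8.31 and 12.6 CPM in EOM and 0.839 and 1.05 CPM in trunk, and adipocyte genes to 143 and 144 CPM in EOM and 32.6 and 32 CPM in trunk.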
